A study of Homo sapiens with 4 samples. Its data were reported in "The SOX2 response program in glioblastoma multiforme: an integrated ChIP-seq, expression microarray, and microRNA analysis" (2011).

How the data were processed

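Total RNA of LN229 glioma cells transfected with siRNA against *SOX2* or with a control siRNA (mock knockdown) was biotin-labelled and hybridised to Applied Biosystems Human Genome Survey arrays, 1-colour oligonucleotide arrays read by chemiluminescence. There were 2 arrays per group, which the study's methods describe as biological replicates with separate transfections. Groups were taken from the source names of the labels and replicate numbers from their titles. The treatment field of the labels names SW620, a colon cancer line, while every other field and the study name LN229, so a marker check of the line was made.

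The deposited scanner files give several intensity columns for each feature, with its standard error and flags. Per the file headers the signal-to-noise ratio (S/N) is a separate column, used here as a score of how far a deposited signal lies above its error. The normalized signal column of the deposited files is on a linear scale. Checked on the values, it equals the assay-normalized column divided by 1 factor for each of 2 blocks of array rows, and the median probe signal was between 1.01 and 1.02 on the 4 arrays. The 75th percentile of the probes was 6.00 and 6.80 on the mock arrays and 6.64 and 5.91 on the *SOX2* knockdown arrays. On each array between 6615 and 8212 probes (20.0% to 24.8%) carried a flag under which the deposited signal equals its own standard error, which holds for signals at background. The software's version and the meaning of the flags are not stated, so this reading rests on the values.

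A second table holds the values that the authors processed, a linear ratio per probe and array. Each value equals the scanner signal times 1 constant per array, divided by the median of the probe over the 4 arrays or by 10 where that median is under 10, with a floor of 0.01, and this rule returned 100% of the table within 1%. The column medians of these deposited ratios were 0.102 on each array. Their 75th percentiles were 0.589 and 0.675 for mock knockdown and 0.660 and 0.591 for *SOX2* knockdown, so the arrays of that table share a median and not the 75th percentile that the methods state. Its scale, centring and direction were thereby settled.

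Control features were left out, as were 210 probes with a flag of 5000 or more on any array. Probes that share a Celera gene ID were averaged on the linear scale, which gave 27739 features, 3987 of them from more than 1 probe. The study's methods describe averaging the raw intensities by gene ID, whereas here the normalized signal and the S/N were averaged. Each array was divided by the 75th percentile of its features, values were floored at 0.01 of that percentile, and log2 was taken. Features were kept where S/N was over 3 on both arrays of at least 1 group (18378 kept, 9361 dropped). Where a symbol belongs to several features, the brightest was used, and probes annotated to several genes were given to each of them. The array's gene names are old. Of 1488 entries in the gene lists, 1411 were found on the arrays through the symbols and synonyms of RefSeq's gene table (assembly GRCh38.p14), and of 5 named LOC symbols 3 matched a current symbol by gene number. No coordinates are given, as the files name no genome build.

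The main comparisons were the count of features past a 2-fold cutoff of the replicate means (linear means), which the study's methods use without a test, and limma (lmFit and eBayes, no block, two-sided) with Benjamini-Hochberg adjustment over all features kept. Gene lists were tested with camera (preset correlation 0.01), with fry and an estimated correlation as alternatives. They were the lists of 378 genes enriched in embryonic stem cells and of 59 genes for regulation of cell differentiation, each also split by SOX2 binding as the study gives it, the 929 genes bound by Sox2 in mouse embryonic stem cells, and 4 short lists written for this work. The genes named in the text were chosen by a rule fixed before the data were examined. They are *SOX2*, 39 of the genes the study names, the 5 features per direction with the largest log2 change among those with a symbol, S/N over 3 on all 4 arrays, separated groups and an adjusted p under 0.05 (or, as here where under 5 passed, over 2-fold), and the 3 features with a symbol per direction with the largest lower bound where one group was dim. Genes singled out for other reasons are said to be so.

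The alternatives changed 1 choice at a time. They covered quantile, median and no further scaling, the series table, normexp with offset 50, floors of 0.05 and 0.001, other S/N filters and flag limits, single probes, other fold cutoffs and variance models, the replicate number as a block, and leaving out each array. Normexp was applied to the raw reading in scanner units, since an offset of 50 would swamp a signal with a median near 1. Cyclic loess, a crossed pairing of the replicate numbers, the stricter bound for dim signals and the settings with single probes of the authors' table were added after the data had been seen. The analysis used R 4.3.3 with limma 3.58.1 and statmod 1.5.0, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

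The fit was tested on simulated data for the comparison of *SOX2* knockdown with mock knockdown (18378 features, 2 against 2, variances drawn from the distribution estimated on the arrays, 200 features changed). At a 4-fold change limma called 166 features at an adjusted p of 0.05 (Benjamini-Hochberg), 157 of them truly changed. At a 2-fold change it called 0, although 99 of the 200 changed features and 300 unchanged ones passed the 2-fold cutoff, so 2-fold changes of single features lie below what limma can call in this design. For the gene set tests, a simulated raised list of 28 features was found (p 5.75e-35), and 5 of 200 unchanged lists had an unadjusted p under 0.05. No correlation between features was put into the simulation. The list results therefore cannot tell whether the preset correlation of camera is adequate for the real arrays.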

Results

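Gene expression was measured in LN229 cells, an established human glioblastoma line, after knockdown of *SOX2* and after mock knockdown with a control siRNA. *SOX2* encodes a transcription factor of the HMG-box family that is expressed in stem cells, and an siRNA is a short double-stranded RNA that directs the degradation of a matching transcript. The series holds 4 arrays, 2 of mock knockdown and 2 of *SOX2* knockdown, each hybridised with labelled RNA of 1 sample on a 1-colour chemiluminescent oligonucleotide array. Each array carried 37842 features, of which 33096 were gene probes. The share of probes with a signal-to-noise ratio (S/N) over 3 was 65.1% and 64.6% on the mock arrays and 63.5% and 68.9% on the *SOX2* knockdown arrays. After probes of 1 gene ID were averaged, 18378 of 27739 features had S/N over 3 on both arrays of at least 1 group and were compared. Signals are given relative to the 75th percentile of their array, and with 2 arrays per group the number of arrays limits the precision of every value.

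The arrays were compared pair by pair. Across the features kept, the log2 signals of the 2 mock arrays correlated with a Pearson r of 0.986 and those of the 2 *SOX2* knockdown arrays with an r of 0.991, both computed across features, which are not independent replicates. The median absolute log2 difference between replicates was 0.22 for mock knockdown and 0.16 for *SOX2* knockdown. A difference over 2-fold between replicates was seen for 635 features in the mock group and for 300 in the *SOX2* knockdown group. Between the groups r was lower, from 0.978 to 0.985, with 594 to 1095 features over 2-fold, so by this count 1 pair across the groups, *SOX2* knockdown 2 and mock 1, was closer than the 2 mock arrays.

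The target gene was examined first. The single *SOX2* probe (gene ID hCG2021649) gave scaled signals of 0.454 and 0.682 on the mock arrays and of 0.204 and 0.145 on the *SOX2* knockdown arrays. The mean signal was 0.568 ± 0.161 (SD, n = 2) in mock knockdown and 0.175 ± 0.0415 (SD, n = 2) after *SOX2* knockdown, a ratio of 0.308. Both knockdown arrays lay below both mock arrays, which is the direction the labels give. The log2 change was -1.69 with a standard error (SE) of 0.28, and its adjusted p was 0.114 (limma, Benjamini-Hochberg over all features kept, two-sided), so the decrease was larger than the replicate spread but did not pass an adjusted p of 0.05. The mean S/N of the probe was 3.12 in the knockdown group, close to the limit of 3. Of the alternatives, normexp background correction moved the change most, to -1.17.

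To find the genes whose expression differed between *SOX2* knockdown and mock knockdown, a 2-fold cutoff was applied to the replicate means. A total of 438 features passed, 271 higher and 167 lower after *SOX2* knockdown, and 72 of them carried no gene symbol. In 428 of the 438 both arrays of one group lay above both arrays of the other. Over all features kept, such a separation was seen in 47.2%, where chance alone gives 33.3%, but the split of the arrays across replicate numbers described below gave 41.6%, with 203 of its 209 features over 2-fold separated. Of the 438 features, 245 had S/N over 3 on all 4 arrays. The cutoff carries no p-value, so it was set beside the other 2 ways of splitting the 4 arrays into pairs. Grouping arrays by replicate number gave 85 features over 2-fold, and setting *SOX2* knockdown 1 and mock 2 against *SOX2* knockdown 2 and mock 1 gave 318, or 209 over the features kept in the real split. The fold cutoff moved the count most, to 1812 at 1.5-fold and to 94 at 3-fold. It was 184 with normexp background correction, 1055 without an S/N filter, 934 without mock replicate 1, 675 without mock replicate 2, 885 without *SOX2* knockdown replicate 1 and 624 without *SOX2* knockdown replicate 2.

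**Figure D1:**
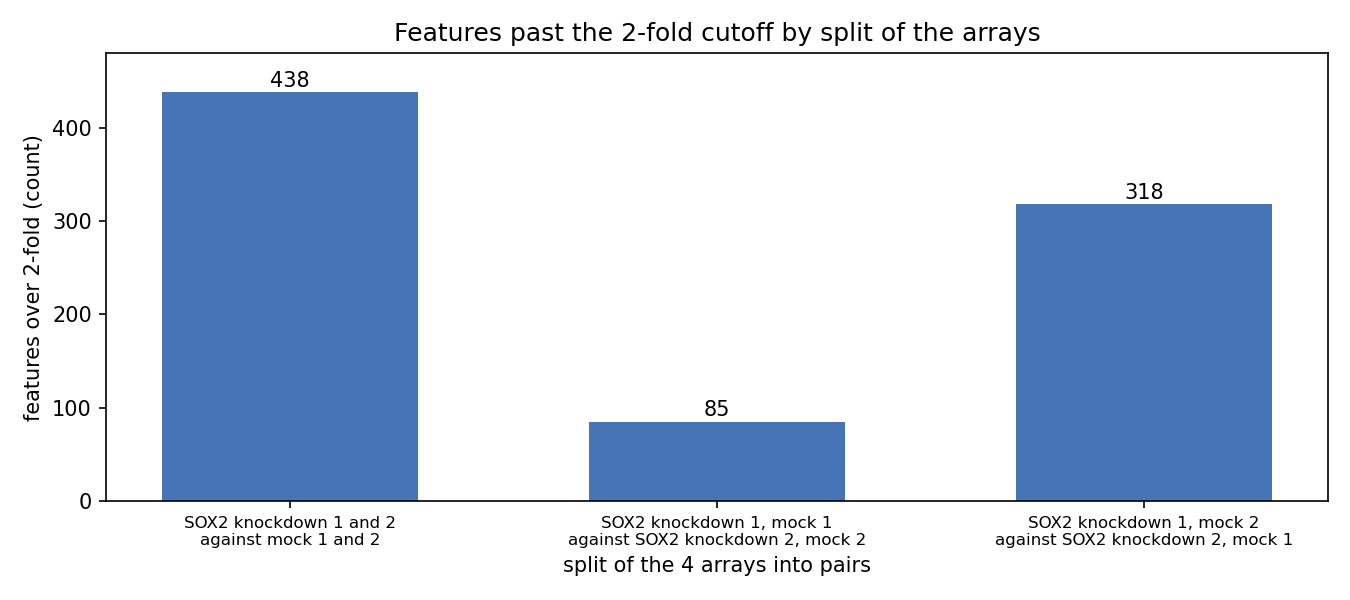
Count of features over 2-fold (vertical axis) for the 3 ways of splitting the 4 arrays into pairs (horizontal axis), each with its own S/N filter. The split into *SOX2* knockdown and mock knockdown gave 438 features and the other splits gave 85 and 318.

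No feature passed an adjusted p of 0.05 in limma with Benjamini-Hochberg adjustment (0 of 18378, smallest adjusted p 0.07). An unadjusted p under 0.05 was reached by 3158 features, 1492 higher and 1666 lower, where 919 are expected by chance if the arrays vary independently. Setting *SOX2* knockdown 1 and mock 2 against *SOX2* knockdown 2 and mock 1 gave 2851, so the excess over 919 cannot be put down to the knockdown. At an adjusted p of 0.1 limma called 166 features, 51 of them lower, and 164 of the 166 also passed the 2-fold cutoff. The count at 0.05 rested on the variance model and the scaling. With a variance trend in the mean signal limma called 240 features, with scaling to the array median 666, and with only features of S/N over 3 on all 4 arrays 3, namely *CXCL3*, *IL6* and *PTX3*. Leaving out any 1 array gave 0, at an adjusted p of 0.05 and of 0.1 alike.

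The features with the largest changes were taken from those with S/N over 3 on all 4 arrays, over 2-fold by the replicate means and separated between the groups, of which 130 with a symbol were higher and 91 lower after *SOX2* knockdown. *IL6* (hCG38231.4) rose from 0.0597 ± 0.00955 to 0.619 ± 0.00661 (SD, n = 2 per group), a log2 change of 3.38 (SE 0.16). LOC144501 (hCG21639.3), listed as *KRT80* under that gene number in RefSeq's gene table, rose from 0.12 ± 0.0213 to 1.07 ± 0.0294, a log2 change of 3.18 (SE 0.17). The chemokine gene *CXCL3* (hCG16366.3) rose by 2.88 on the log2 scale (SE 0.12), *PTX3* (hCG26914.2) by 2.84 (SE 0.14) and *CYP1A1* (hCG40803.4) by 2.49 (SE 0.19). The largest decrease was seen for a probe annotated to both *FKBP9* and *FKBP9L* (hCG1736513.1), near-identical copies it cannot tell apart, which fell from 15.4 ± 0.485 to 4.04 ± 0.514, a log2 change of -1.94 (SE 0.15). *PLSCR4* (hCG16799.3) changed by -1.80 (SE 0.14) and *CPVL* (hCG1745093.3) by -1.78 (SE 0.13), followed by *SOX2* itself and *SOX1* (hCG1640458.3), which changed by -1.64 (SE 0.15). The adjusted p of these features other than *SOX2* lay between 0.07 and 0.0763 (limma, Benjamini-Hochberg), and each kept its direction in every alternative run.

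**Figure D2:**
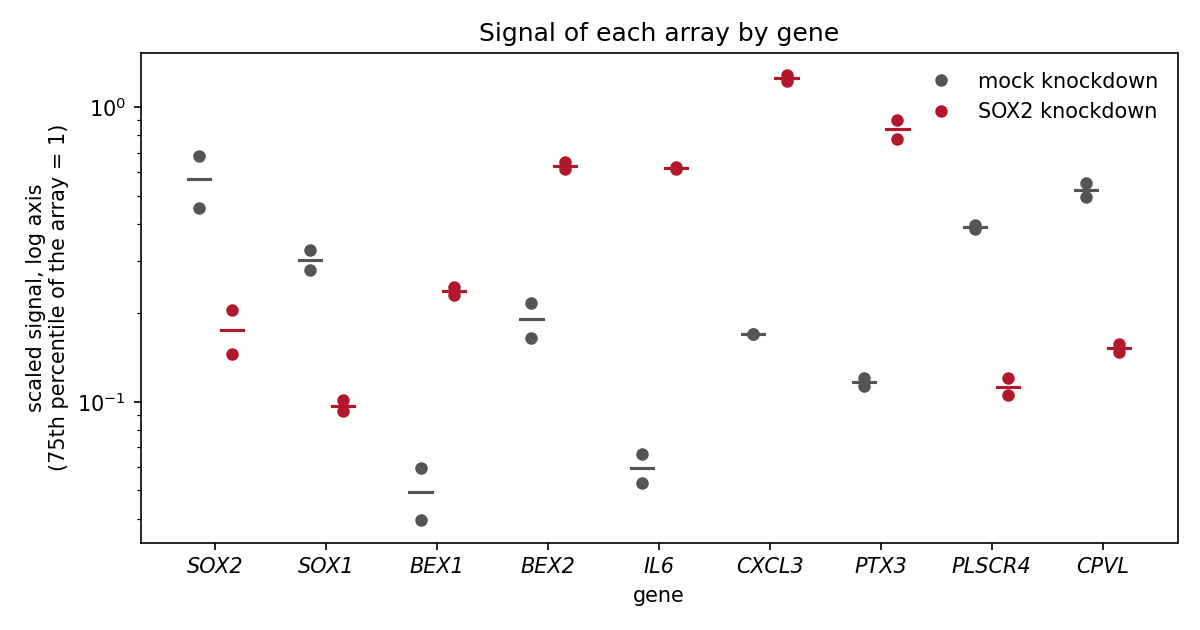
Scaled signal of each array (points, vertical log axis, 75th percentile of the array set to 1) for 9 genes (horizontal axis), mock knockdown in grey and *SOX2* knockdown in red, with bars at the group means. The mock and knockdown arrays do not overlap for any of the 9 genes, and *SOX2* falls from a mean of 0.568 to 0.175.

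For features with S/N at or under 3 on both arrays of one group and over 3 on both of the other, the dim signals are not above background and only a lower bound of the fold change can be given. There were 207 such features measured only after *SOX2* knockdown and 128 measured only in mock knockdown. The features named here were ranked by the mean log2 signal of the brighter group against the higher of each dim signal and the lowest signal with S/N over 3 on that array. That limit lay at or below the dim signals of the named features, so the ranking rested on the dim signals themselves. A stricter bound, chosen after the data were seen, sets each dim signal to the value that would have S/N of 3 given its own error on that array. The stricter bound was over 2-fold for 10 features higher and 3 lower, where the first limit gave 72 and 38. By the stricter bound *NGFB* was at least 8.78-fold higher after *SOX2* knockdown, *INHBE* at least 3.17-fold and LOC441282 (*AKR1B15* by its RefSeq gene number) at least 4.60-fold, with adjusted p of 0.07, 0.07 and 0.079 (limma, Benjamini-Hochberg). In the other direction LOC388461 was at least 1.38-fold lower, LOC400214 at least 1.73-fold and LOC150159 (*SLC9B1* by its RefSeq gene number) at least 2.45-fold. Their adjusted p were 0.07, 0.15 and 0.113 (limma, Benjamini-Hochberg). In both directions these p-values rest on the dim signals as measured and not on the bounds. For LOC388461 the knockdown signals lay at the floor of 0.01 (0.0101 ± 9.21e-05, SD, n = 2), which sets their small spread.

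A list of 39 genes was then examined, all of them carried by the arrays. They are part of the genes that the study names as changed. Of the 39, 37 were kept, 33 changed in the direction given in the text and 23 passed the 2-fold cutoff in that direction. The 33 include *SOX18* and *IL32*, which were not kept. Over all features 0 of the 39 passed an adjusted p of 0.05 and 13 passed 0.1. Adjusted over the list alone, 30 of the list's features passed 0.05 (limma, Benjamini-Hochberg), which is not independent evidence, since the genes were chosen on these samples. The count over 2-fold was 8 with normexp background correction, the alternative that moved it most. *BEX1* rose from 0.0495 ± 0.014 to 0.238 ± 0.0106 (SD, n = 2 per group), but its mock signals had a mean S/N of 1.05, so by the stricter bound it was at least 1.72-fold higher, while *BEX2* rose by a log2 change of 1.74 (SE 0.18). With normexp the fitted change of *BEX1* was only 0.25. Of the SOX family, *SOX1* fell from 0.303 ± 0.0335 to 0.0972 ± 0.00577, while *SOX18* was not kept, because the mean of its probes stayed near background (0.0268 in mock knockdown, 0.0139 after *SOX2* knockdown). The 7 interleukin and interleukin-receptor genes were all higher, 6 of them over 2-fold, with *IL8* at a log2 change of 1.18 (SE 0.12). The other, *IL32*, was not kept. Its mean S/N was 0.825 in mock knockdown and 2.56 after *SOX2* knockdown, so its direction is uncertain. The mock signals of *IL24* and *GPR1* were not above background either, and the stricter bound was at least 3.26-fold and at least 2.56-fold higher. *IL7R*, *SLC7A1*, *GPR172B* and *NR1H3* were higher on average with a wide spread between replicates (SE 0.36, 0.51, 0.77 and 0.53).

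Some of the named genes gave different answers by probe. The brighter of 2 *SOX18* probes had S/N of 4.5 and 4.69 on the mock arrays and of 0.04 and 5.47 after knockdown. Its ratio was 0.372, and the other probe, with S/N over 3 on 0 arrays, gave 0.731. For *BASP1* the brighter of 2 probes did not change (0.699 ± 0.224 against 0.7 ± 0.104, SD, n = 2), the dimmer one was at least 1.18-fold higher by the stricter bound (mean S/N of -0.83 in mock knockdown), and the mean over both changed by 0.17 (SE 0.27). The brighter *SLC2A3* probe rose 2.33-fold and the other 1.03-fold. *PCDH10* fell to 0.752 on its brighter probe while its dimmer probe, with a mean S/N of 0.545 after knockdown, gave no fold by the stricter bound. All 3 *APIP* probes moved the same way, with ratios of 0.478, 0.514 and 0.463.

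Among the genes that the study lists as up-regulated and tested by RT-PCR, 4 were lower after *SOX2* knockdown on these arrays. *APIP* changed by -1.06 (SE 0.15), *SOCS2* by -1.07 (SE 0.15), *KIT* by -1.43 (SE 0.14) and *PDGFRA* by -1.58 (SE 0.21), and for each both knockdown arrays lay below both mock arrays. After knockdown *PDGFRA* had S/N over 3 on only 1 of 2 arrays, and its change was -0.98 with a floor of 0.05 and -0.81 with normexp. The other 8 RT-PCR genes that are not in a named family were higher, and 7 of them passed 2-fold.

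Whether gene lists linked to *SOX2* moved as a whole was tested with camera in limma (preset correlation 0.01, two-sided, Benjamini-Hochberg over 11 lists). The 321 kept features of the genes enriched in embryonic stem cells had a median log2 change of 0.02 (adjusted p 0.358), with medians of 0.01 for the part bound by SOX2 in glioblastoma cells and 0.03 for the rest (adjusted p 0.733 and 0.205). The 49 features for regulation of cell differentiation had a median of 0.02 (adjusted p 0.422), with -0.07 for the bound part and 0.03 for the rest (adjusted p 0.733 and 0.422), and the mean of the bound part was 0.09, opposite in sign to its median. The 709 features of genes bound by Sox2 in mouse embryonic stem cells had a median of -0.02 (adjusted p 0.733). None of these 7 lists passed an adjusted p of 0.05 (camera in limma, Benjamini-Hochberg). The unbound part of the embryonic stem cell list passed without mock replicate 2 (median 0.04, adjusted p 0.0307) and without *SOX2* knockdown replicate 2 (median 0.05, adjusted p 0.0353).

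Of the 4 short lists written for this work, all passed by camera. The 28 features of the amino-acid-response (ATF4) list were all higher after *SOX2* knockdown, with a median log2 change of 0.86 (adjusted p 1.8e-20). The NF-kappaB list had a median of 0.64 with 18 of 21 features higher (adjusted p 1.96e-11), and the proliferation list a median of 0.27 with 28 of 35 higher (adjusted p 0.000173). The interferon-stimulated list was lower, with a median of -0.34 and 25 of 28 features lower (adjusted p 5.02e-07). Camera with an estimated correlation called 0 of the 11 lists (smallest adjusted p 0.185, with unadjusted p of 0.0168 for NF-kappaB targets and 0.0365 for the ATF4 list), and fry called 3, leaving out proliferation (adjusted p 0.0787). The NF-kappaB and ATF4 lists were written after reading which genes the study names, and 5 and 3 of their kept features are genes named in its main text.

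**Figure D3:**
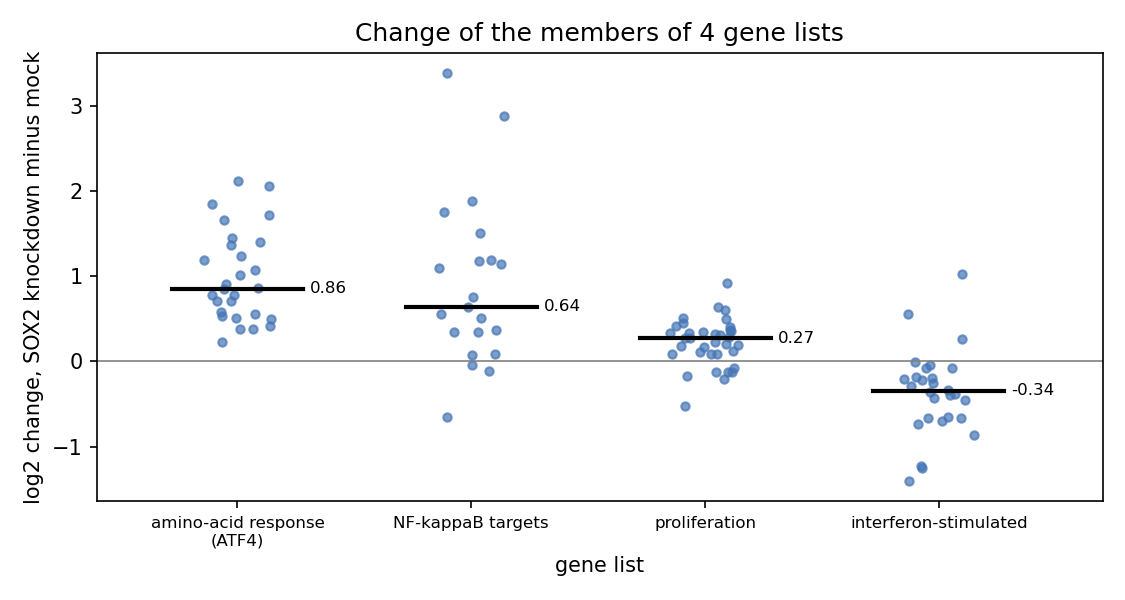
Log2 change, *SOX2* knockdown minus mock knockdown (vertical axis), of each kept member (points) of 4 gene lists (horizontal axis), with a bar and number at each median. The ATF4 list lies wholly above 0 with a median of 0.86, and the interferon-stimulated list lies mostly below 0 with a median of -0.34.

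How far the replicates gave the same change was measured across features. The log2 differences of the pair numbered 1 and the pair numbered 2 correlated with a Pearson r of 0.143 and a Spearman rho of 0.0493 over 18378 features. With the mock arrays exchanged between the pairs, r was 0.586 and rho 0.559. Features are not independent replicates and both differences share no array, so no p-value was computed.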

Values the study reported

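The study reported that 565 probes, standing for 489 annotated genes, changed more than 2-fold between SOX2 knockdown and mock-transfected LN229 cells. As ratios of knockdown to mock it gave 0.30 for SOX2, 0.32 for SOX1 and 0.50 for SOX18. The ratios it listed for brain-expressed genes were 4.81 for BEX1, 3.29 for BEX2 and 3.52 for BASP1. Among the cytokine genes it listed 10.25 for IL6, 5.73 for IL24 and 2.22 for IL8. It also listed ratios of 2.29 for SLC2A3, 0.45 for PCDH10, 2.20 for PCDHA4, 0.49 for PCDHGA3 and 0.43 for PCDHGC3.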

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

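The alternatives were fixed before the data were examined, except cyclic loess, the crossed pairing and the settings with single probes of the authors' table, and the stricter bound for dim signals, which were chosen after seeing the data.

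The count of 438 features past the 2-fold cutoff stayed within 1.5 times under 13 alternatives, among them quantile normalization (436, of which 420 were among the 438), median scaling (441, 416 shared), the series table (411, 398 shared), the assay-normalized signal (445, 399 shared), single probes (554) and a mean S/N filter (593). It was 1055 without an S/N filter and 245 with S/N over 3 on all 4 arrays, 288 with a floor of 0.05, and 184 with normexp, of which 113 were among the 438. The fold cutoff moved the count most, as a 1.5-fold cutoff gave 1812 features and a 3-fold cutoff 94. Leaving out 1 array gave between 624 (without *SOX2* knockdown replicate 2) and 934 (without mock replicate 1), in each case with 1 array standing for a group. With single probes of the authors' table the count was 1034 without a filter and 681 with a mean S/N over 3. The share of higher calls was 61.9% in the main setting and between 52.1% and 61.5% under the other scalings. The fold cutoff moved this share more, to 51.5% at 1.5-fold and 85.1% at 3-fold, and it also varied with the array left out.

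The limma count at an adjusted p of 0.05 (Benjamini-Hochberg) was 0 in the main setting and under 19 alternatives, quantile normalization, normexp, cyclic loess and each array left out among them, with 3158 features at an unadjusted p under 0.05 in the main setting. When 1 array was left out, the lone array of its group was assumed to vary like the other group. The count was 666 with median scaling, 639 with the series table, 240 with a variance trend, 3 with S/N over 3 on all 4 arrays and 166 at an adjusted p of 0.1, and all 166 were among the 666. At an adjusted p of 0.1 the count was 0 with each array left out, with normexp, without an S/N filter and with a floor of 0.05, and 920 with a variance trend. With median scaling and the series table limma estimated an infinite prior degree of freedom, where the main setting gave 2.41, so every feature received 1 common variance and adjusted p as small as 5.84e-44 came from 4 arrays. Whether this estimate alone moved the 2 counts, and why the trend moved its count, was not tested.

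The decrease of *SOX2* kept its direction under all 19 alternatives, from -1.98 without mock replicate 1 to -1.17 with normexp, and from -1.98 to -1.40 over the arrays left out. It passed an adjusted p of 0.05 (limma, Benjamini-Hochberg) with median scaling (-1.72) and with the series table (-1.72). Its adjusted p ranged from 3.01e-07 to 0.498.

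Of the list of 39 genes that the study names, 23 passed 2-fold in the named direction. The count lay between 22 and 24 when 1 array was left out, and was 8 with normexp and 15 with S/N over 3 on all 4 arrays, where only 26 were kept. With the best probe of each gene from the authors' table it was 31, with some of these probes not above background in one of the groups. A recomputation of 32 named genes covered 479 combinations of gene and alternative. Of these, 415 values kept direction and side of the threshold, 62 passed an adjusted p of 0.05 (limma, Benjamini-Hochberg) and 2 changed sign. The 62 came from median scaling and the series table, the 2 settings above in which every feature received 1 common variance. *SLC7A1* changed by -0.10 with normexp, and *BASP1* by -0.15 without mock replicate 2, where the arrays left out gave -0.15 to 0.49. The cause was not tested.

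The number of gene lists called was 4 in the main setting, 0 by camera with estimated correlation, 3 by fry and between 3 and 5 with 1 array left out. The fifth list, called without mock replicate 2 and without *SOX2* knockdown replicate 2, was the unbound part of the embryonic stem cell list. The direction of the 4 lists held under every alternative run. The proliferation list lost its call without *SOX2* knockdown replicate 1 (adjusted p 0.058, camera in limma, Benjamini-Hochberg). Of the lists linked to *SOX2*, 5 had a median that changed sign with the scaling, such as 0.02 in the main setting and -0.01 with median scaling for the embryonic stem cell list. The list bound in mouse embryonic stem cells and the bound part of the differentiation list stayed negative under all scalings, from -0.08 to -0.01 and from -0.16 to -0.03, but the latter was 0.05 without *SOX2* knockdown replicate 2. The median of all features lay between -0.05 and 0.01 under all scalings.

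The correlation of the changes between replicate pairs, 0.143, was 0.0269 without an S/N filter, 0.111 with S/N over 3 on all 4 arrays, 0.195 with quantile normalization and 0.586 with crossed pairs. Same-numbered arrays did not deviate together, since the deviations of the 2 groups from their means correlated with an r of -0.499 across features, so the arrays share only a number. With the replicate block limma called 0 features (smallest adjusted p 0.14, Benjamini-Hochberg), the change of *SOX2* was -1.69 (adjusted p 0.297), 460 features had a fitted change over 2-fold, of which 423 were among the 438, 24 study genes passed against 23, and 4 lists were called. With the crossed pairing as a block limma again called 0 features at an adjusted p of 0.05 (Benjamini-Hochberg), but 1811 at 0.1, where the numbered block gave 0 and no block 166.

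The count of features at least 2-fold apart with one group dim was 110 against the lowest signal with S/N over 3 and 13 with each dim signal set to S/N of 3.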

Other observations

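Several tests were chosen after the results were seen. They covered the shared deviation of the arrays, list members that the study's main text does not name, and the share of the ATF4 change that follows that deviation. The tests of disagreeing probes and of the cell line by detected markers were also chosen then.

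The 4 arrays did not vary independently. *SOX2* knockdown 1 and mock 2 deviated together from *SOX2* knockdown 2 and mock 1. Splitting the arrays this way gave 318 features over 2-fold and 2851 at an unadjusted p under 0.05 in limma, close to the 3158 of the real split, with 0 past an adjusted p of 0.05 (Benjamini-Hochberg). A signal-dependent difference in scaling would vanish under cyclic loess, but the correlation of the replicate deviations, negative when arrays deviate together this way, was -0.46 after it. Noise of dim features would be absent among the brightest features, where r was -0.27. Position on the array explained 1.06% of the variance of the shared deviation. A shared technical step, such as labelling or hybridisation of 1 array of each group together under crossed numbers, may explain it, and so might a biological difference between cultures, but the labels give no batch and no biological explanation was tested.

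With 4 arrays there are only 3 splits into pairs, of which 1, the real one, gave as many as 438 features over 2-fold. A share of 1 in 3 is the smallest this design allows, so chance cannot be excluded by splits alone. Of technical explanations for the 2-fold calls, signals replaced by their own standard error accounted for a whole group in 2.74% of the calls (12 of 438) and in 0.0279% of the other features. Calls lay in the upper part of the array in 48.9% of cases against 50.1% for other features (Fisher's exact test, two-sided, p 0.629). Neither explains most of the calls, and a contribution of the shared deviation above stays open for single features.

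Probes of 1 gene often disagreed. Among 3449 pairs of kept probes that share a gene ID, 149 had at least 1 probe over 2-fold, but in only 15 (10.1%) were both over 2-fold in the same direction. In 93 pairs (62.4%), from 66 gene IDs, the other probe moved by under 0.32 on the log2 scale, a limit chosen after the data were seen, or the opposite way, and in 64 of the 93 the probe with the change was the dimmer. A probe near background would be expected in most of these 93 pairs if it were the whole cause. S/N at or under 3 on some array was seen in 43.0% of them, against 13.4% of all other pairs. Among the 15 pairs that agreed on a 2-fold change it was seen in 26.7%. Background is thus a partial explanation at most. Replicate noise was not set aside for the rest, as 300 unchanged features passed the 2-fold cutoff in the simulation of a 2-fold change. Different transcripts of 1 gene or hybridisation to another transcript could also contribute, and neither was tested here, as probe sequences were not used.

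Some ratios differ from those quoted above, although the study's methods also describe averaging probes by gene ID. The ratio of *BASP1* was 1.10. That is lower than the value quoted from the study above. The ratio of the gene ID that holds *SLC2A3* was 1.52. It is a mean over 3 probes, of which 2 are annotated to *SLC2A3*. This mean is lower than the study's value. The ratio of the protocadherin alpha gene ID that holds *PCDHA4*, a mean over 20 probes, was 0.993. The brighter *PCDHA4* probe rose from 0.0511 ± 0.00239 to 0.131 ± 0.0904 (SD, n = 2 per group), a ratio of 2.56. The mean is lower than the study's value. The probe varied too much between the knockdown arrays to be placed above or below that value. The ratios of *PCDH10* and of the protocadherin gamma gene ID that holds *PCDHGC3* were 0.721 and 0.674. Both are higher than the study's values. From the authors' table, the probe of each gene that moved most in the named direction gave 2.30 for *SLC2A3*, 2.45 for *PCDHA4* and 0.426 for *PCDHGC3*. These lie closer to the study's values than the averages do. Only 1 probe was annotated to *PCDHGC3* alone. It had S/N over 3 on all 4 arrays and a ratio of 0.435 in the main scaling, so its decrease did not rest on a choice among such probes. The probes of *SLC2A3* and *PCDHA4* were chosen for moving in the named direction, so how the study arrived at its values stays open. For *BASP1* and *PCDH10* the probe that moved most in the named direction gave 3.52 and 0.483, and the ratio of *BASP1* equals the study's value. Neither probe was above background in one of the groups, so these ratios decide nothing about the size of the change.

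The short lists moved apart. The ATF4 list was higher in each of the 4 possible pairs of 1 knockdown and 1 mock array (median log2 differences from 0.72 to 0.95), with *SESN2* at 2.12, *CHAC1* at 2.07, *TRIB3* at 1.85 and *DDIT3* at 1.66, genes singled out after their values were seen. The NF-kappaB list was higher in each pair as well (0.59 to 0.70), and the interferon-stimulated list was lower in each (-0.42 to -0.31). An interferon response to the transfected RNA would raise the interferon-stimulated list, whose median change was -0.34, so it is argued against, at least as a stronger response than in the mock cells. Selection of list genes because the study's main text names them would leave the other members unchanged. The 41 members of the ATF4 and NF-kappaB lists that the main text does not name had a median of 0.71, and 38 were higher. The study also gives a full list of changed genes, and members on it were not set apart. Selection from that list can therefore not be excluded. The median was 0.78 for the 25 of the ATF4 list and 0.44 for the 16 of the NF-kappaB list. The whole NF-kappaB list had 0.64, so selection may have raised its median. The shared deviation of the arrays moved the ATF4 list by 18% of its group change, the NF-kappaB list by 1.26%, the interferon-stimulated list by 20.6% and the proliferation list by 33.8%. A candidate explanation is a stress response with NF-kappaB activity after *SOX2* knockdown. Whether it comes from loss of SOX2 or from an off-target effect of the siRNA cannot be judged from 1 treatment, and all 4 lists were called by camera with a preset correlation and none with an estimated one. The proliferation list was higher as well (median 0.27), with 0 of its 35 features over 2-fold. Of these, 7 were lower, and *KIF11* and *TTK* each had 1 feature higher and 1 lower. The study reported fewer colonies and fewer cells after *SOX2* knockdown, so the rise of these transcripts does not show faster growth.

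The label field that names a colon line was set against marker genes. Of 10 epithelial colon markers, 3 had S/N over 3 on all 4 arrays (*CDH1*, *VIL1* and *ELF3*), against 8 of 10 mesenchymal or glioma markers. Which markers the named colon line would show on this platform was not measured here, so the line cannot be told from these counts.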
